A study of Mus musculus with 30 samples.

How the data were processed

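RNA was measured in 30 mouse hearts by poly(A)-selected, strand-specific sequencing. Per the labels' protocols, hearts were collected 8 weeks after transverse aortic constriction (TAC, a clip that narrows the aorta and raises the pressure load on the heart) or sham surgery. RNA with an integrity number above 7 was used at 200 ng per library. It was fragmented for 10 minutes and amplified for 12 PCR cycles with the NEBNext Ultra II Directional kit and its poly(A) module. Libraries were sequenced paired-end at 100 bp on a NovaSeq instrument. The labels give clips of 0.016 or 0.018 inch without saying which mouse had which.

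The deposited table holds whole-number counts per gene and library, read as raw counts because all values are whole and the totals differ between libraries. The labels and headers state no aligner, counting program, strand setting, genome build or annotation release. For that reason no coordinates are given, and genes whose exons overlap those of a gene on the opposite strand are called uncertain where they are named. Of 55487 gene identifiers, 55141 were matched to a symbol through the GENCODE mouse release M21 annotation. Identifiers with no symbol held 0.0192% of the counts. Each of the 30 columns was mapped to a sample.

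Groups were taken from the genotype and treatment labels. The floxed cohort has 4 groups of 4 libraries: floxed controls after sham (FF_sham) or TAC (FF_TAC), and cardiac Cpt1a knockouts after sham (KO_sham) or TAC (KO_TAC). The titles of the KO_TAC samples name both TAC and sham, while their genotype label, treatment label and column name give knockout and TAC, which were used. The AAV9 cohort has C57Bl/6 mice injected with saline (PBS_sham and PBS_TAC, 3 libraries each) or with an AAV9 vector that carries Cpt1a behind a cardiac troponin T promoter (AAV_sham and AAV_TAC, 4 libraries each). The microRNA work that the design text mentions was not analysed here.

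Total counts per library ran from 14839758 to 22070373. Where all libraries of a group held 3 counts or fewer for a gene, a fold was computed against that floor and is given as a lower bound. Such floors cover counting error only, since PCR copies of a molecule are not independent. No duplicate libraries were found: over the 42 pairs of libraries within groups, the chi-square per degree of freedom of their gene counts ran from 6.29 to 234.

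The tests were chosen before the data were examined. Each cohort was fitted on its own with 1 mean per group, by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation and the filterByExpr filter. This tested 15596 genes in the floxed cohort and 15745 in the AAV9 cohort. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. There were 10 comparisons: 4 between pairs of groups and 1 interaction in each cohort. Levels of a gene are given as CPM, its counts relative to the library total, which TMM scaled. Summed haemoglobin transcripts are the exception and are given as CPM without that scaling. Log2 fold changes are given with standard errors (SE) derived from the test, as the absolute log2 fold change divided by the square root of F. CPM are given with standard deviations (SD).

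Genes were named by a rule: in each comparison, the 3 largest rises and the 3 largest falls among called genes with a mean of at least 5 CPM in the higher group and, between pairs of groups, no overlap of libraries. Cpt1a and members of the gene sets were named besides. The 7 sets (hypertrophy, extracellular matrix, fatty acid oxidation, glycolysis, respiratory chain, integrated stress response and inflammation) were written down in advance. They were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, two-sided, with Benjamini-Hochberg adjustment over 70 tests. The glycolysis set holds genes with near-identical pseudogenes, and how the authors' counting split such reads is not stated.

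A TAC score was computed per library as the mean log2 CPM over a gene list from the control TAC comparison of the other cohort, with genes that fell there counted as negative. Too few genes were called for either list, so the 100 genes with the smallest p were used, as set out in advance. Scores were compared with two-sided exact permutation tests. Effects of the cohorts were correlated across genes and tested against every relabelling of the libraries within each comparison.

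The alternatives were DESeq2 1.42.0, limma voom with sample weights, size factors of the DESeq2 kind (RLE) in edgeR, no filter on low counts, a mean of at least 5 CPM, a block on the replicate number, all 30 libraries in one fit, only the groups compared in the fit, camera in place of fry, a prior count of 0.5, Spearman's rho, and leaving out each library in turn. Added after seeing the data were a term for 7 libraries with summed haemoglobin transcripts under 100 CPM, fits of the libraries below or above that limit alone, a covariate for atrial tissue (log2 Myl7 CPM), and a TAC list made without the library PBS_sham 3. Lists of early response, atrial, smooth muscle, adipocyte and clock genes were written after the first look at the libraries and used for the closing tests.

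The methods were tested on simulated data. Counts were drawn from the means and sizes of the real libraries, with 200 genes changed. With a true log2 change of 1, edgeR recovered 108 of the 200 genes in KO_TAC against FF_TAC and 95 in PBS_TAC against PBS_sham, and 4.42% and 5.00% of its calls were false. With a log2 change of 2 it recovered 184 and 181, with 6.12% and 3.21% false. DESeq2 recovered more of the genes, and between 15.2% and 17.8% of its calls were false; for voom the range was 3.30% to 7.07%. In fry, the 1 changed set of 20 was found with 0 false calls. Simulated genes varied independently of each other, and no libraries shared a difference beyond the simulated change. The simulations therefore do not show how fry, or the gene tests, behave where genes vary together or libraries split. The exact permutation test gave a difference of 0.95 for a true difference of 1 (p 0.0286), and a difference of 0.03 where there was none (p 0.2).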

Results

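Poly(A) RNA was counted per gene in 30 mouse hearts, 8 weeks after TAC or sham surgery. In the floxed cohort, FF_sham, FF_TAC, KO_sham and KO_TAC had 4 hearts each. FF mice are the floxed controls, and KO mice are labelled as cardiac Cpt1a knockouts. In the AAV9 cohort, PBS_sham and PBS_TAC had 3 hearts each, and AAV_sham and AAV_TAC had 4 each. AAV9 is a viral vector that reaches the heart, here carrying Cpt1a. Per the series description, the study asked what a rise of Cpt1a does in the pressure-overloaded heart, by lowering it in one cohort and adding it in the other. Cpt1a encodes an enzyme that admits long-chain fatty acids to the mitochondrion.

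Total counts ran from 16849335 to 17363788 in FF_sham, 17288881 to 18473879 in FF_TAC, 16470938 to 20734227 in KO_sham and 14839758 to 18356912 in KO_TAC. They ran from 16842852 to 19480540 in PBS_sham, 16665281 to 19705488 in PBS_TAC, 16625542 to 19964224 in AAV_sham and 16299695 to 22070373 in AAV_TAC. Mitochondrial transcripts made up 14.7% ± 3.11 of counts in KO_TAC (SD, n = 4) and 23.7% ± 1.69 in FF_sham (SD, n = 4). All 30 hearts had more Ddx3y (Y-linked) than Xist counts.

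The targeted gene, Cpt1a (ENSMUSG00000024900), was examined first in each library. Its level was 45.1 ± 6.14 CPM in FF_sham, 29.9 ± 14.8 CPM in FF_TAC, 28.2 ± 12.1 CPM in KO_sham and 14.2 ± 3.83 CPM in KO_TAC (SD, n = 4 each). The library labelled KO_sham 2 had 46.3 CPM, inside the FF_sham range of 37.8 to 52.7, while the other 3 KO_sham libraries had 20.4 to 23.7 CPM. The libraries labelled FF_TAC 2 and FF_TAC 3 had 20.3 and 16.2 CPM, below those 3 KO_sham libraries, while FF_TAC 1 and 4 had 48.9 and 34.0 CPM. FF_TAC 3 lay inside the KO_TAC range of 11.1 to 19.6 CPM. Directions drawn from KO_sham or FF_TAC below rest on these labels.

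**Figure D1:**
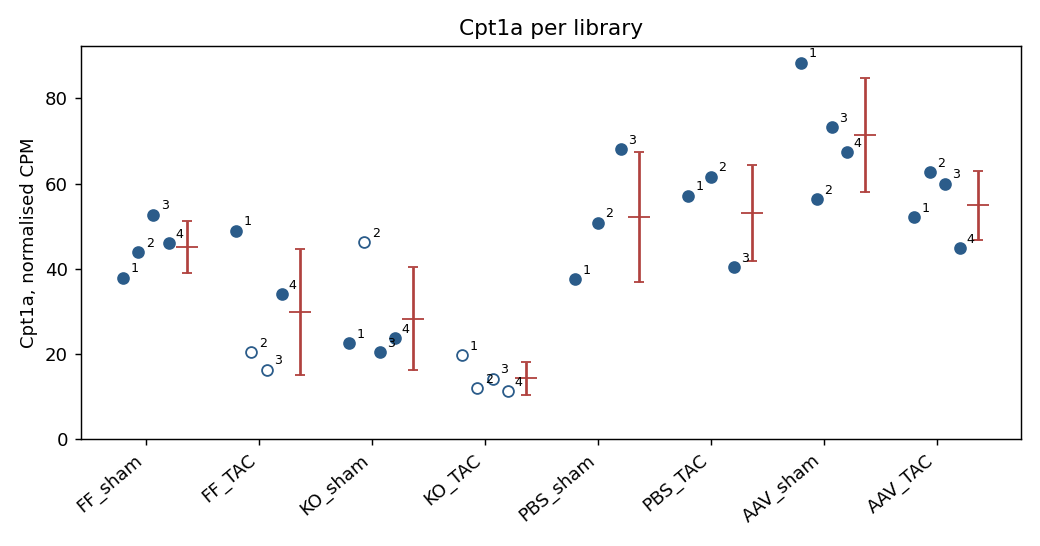
Cpt1a in normalised CPM (vertical axis) by group (horizontal axis), 1 point per library with its replicate number, and the group mean ± SD beside the points. Open points are the 7 libraries with low haemoglobin transcripts; the library labelled KO_sham 2 (46.3 CPM) lies inside the FF_sham range.

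By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Cpt1a was lower in KO_TAC than in FF_TAC (log2 fold change −1.07, SE 0.33, adjusted p 0.0409) and lower in KO_TAC than in KO_sham (−0.99, SE 0.33, adjusted p 0.039). Both calls were lost in 5 of the 8 fits that each left out one library. Without the library labelled KO_sham 2, the second change was −0.65. The alternative that moved the KO_TAC against FF_TAC value most was the use of haemoglobin-low libraries alone, which gave −0.39. KO_sham against FF_sham gave −0.68 (SE 0.32, adjusted p 0.98) and FF_TAC against FF_sham −0.59 (SE 0.32, adjusted p 0.497). The latter was −0.12 among haemoglobin-high libraries alone (2 against 4), the alternative that moved Cpt1a most there, and ran from −0.94 to −0.39 over the fits that each left out one library. The interaction of knockout and TAC was −0.39 (SE 0.46, adjusted p 0.731).

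In the AAV9 cohort Cpt1a was 52.1 ± 15.3 CPM in PBS_sham and 53.0 ± 11.2 CPM in PBS_TAC (SD, n = 3 each), and 71.4 ± 13.4 CPM in AAV_sham and 54.9 ± 8.09 CPM in AAV_TAC (SD, n = 4 each). The table holds 1 entry for Cpt1a, and whether transgene reads count towards it is not stated. No Cpt1a change in this cohort passed the threshold in edgeR. AAV_sham against PBS_sham gave 0.45 (SE 0.22, adjusted p 0.249), AAV_TAC against PBS_TAC 0.05 (SE 0.22, adjusted p 1), PBS_TAC against PBS_sham 0.02 (SE 0.23, adjusted p 0.957) and AAV_TAC against AAV_sham −0.38 (SE 0.20, adjusted p 0.769). The interaction of vector and TAC was −0.40 (SE 0.30, adjusted p 0.712).

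The libraries split on a measure that the groups do not define. Summed haemoglobin transcripts (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, near-identical copies whose counts were summed) were 1.40 to 51.1 CPM in 7 libraries and at least 293.9 CPM in the other 23. The 7 were FF_TAC 2 and 3, the library labelled KO_sham 2, and all 4 KO_TAC libraries. The same 7 had a mean of 6.90 to 8.27 log2 CPM over 12 early response genes, against 3.43 to 4.06 in the other floxed libraries and 4.63 to 5.74 in the AAV9 cohort. KO_TAC lies wholly on one side of this split, so its comparisons with KO_sham and FF_TAC are also given with the split as a term in the model. For the interaction only gene sets are given with the term. Of the 16 results for named genes fitted with the term, 12 kept their call and 4 were weaker.

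**Figure D2:**
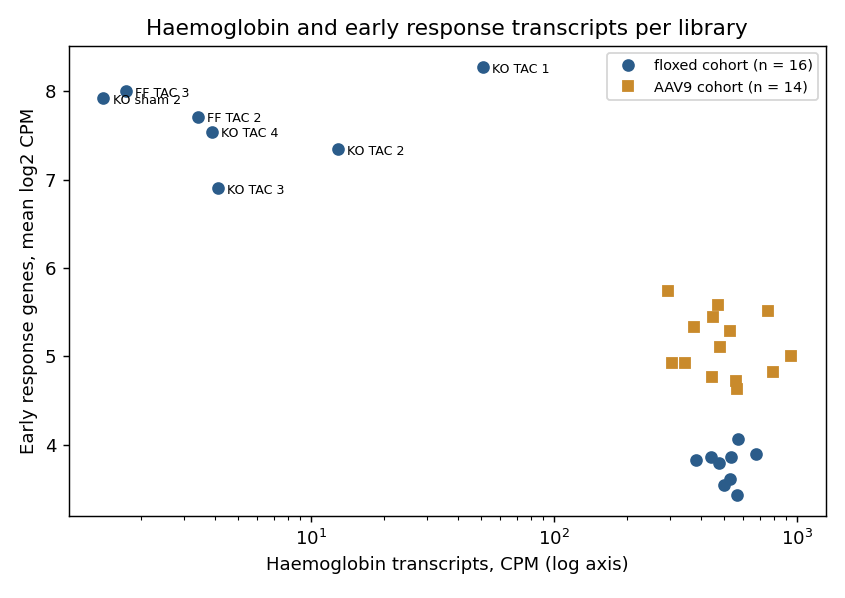
Summed haemoglobin transcripts in CPM (horizontal log axis) against the mean log2 CPM of 12 early response genes (vertical axis), 1 point per library, by cohort (floxed n = 16, AAV9 n = 14). The 7 labelled libraries have haemoglobin of 51.1 CPM or less and scores of 6.90 or more.

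FF_TAC against FF_sham asks what pressure overload did in floxed controls. Of 15596 genes tested, 0 were called and 1723 had an unadjusted p under 0.05. DESeq2 called 175, the largest move among the alternatives, with its own share of false calls in simulation above 15%. Without FF_TAC 1, edgeR called 25. Among the haemoglobin-high libraries alone (2 against 4), 0 were called and 839 had an unadjusted p under 0.05. The hypertrophy set of 8 genes was higher in FF_TAC (mean log2 fold change 1.29, fry adjusted p 0.0279), with the haemoglobin term 0.92 (adjusted p 0.147). It lost its call in 4 of the 8 fits that each left out one library (highest adjusted p 0.0875). Adjusted over the list alone, 5 of its 8 genes were called, and 0 over all genes tested. FF_TAC 2 to 4 lay above all 4 FF_sham libraries in this set, and FF_TAC 1 lay inside their range. Nppa, which carries an opposite-strand overlap with Gm13054 and is therefore uncertain, was not called (log2 fold change −1.42, SE 1.10, adjusted p 0.626). Its negative fold rests on FF_sham 2, which had 2443 CPM of Nppa against 14.4 to 282.9 in the other FF_sham libraries. FF_TAC had 150.4 to 490.3 CPM. FF_sham 2 also had 1106 CPM of Myl7, the marker of atrial tissue. Acta1 had the largest change of the set (3.27, SE 0.79, adjusted p 0.364).

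KO_TAC against KO_sham asks the same in knockouts. Here 4018 of 15596 genes were called, 2228 higher and 1790 lower. The count ran from 1968 without KO_TAC 3 to 6410 without KO_TAC 1, and was 277 with the haemoglobin term in the model, the alternative that moved it most as a ratio. Voom gave 8336, the largest difference in number. The largest rises among named genes were those of Csf2, Acod1 and Chil1. Csf2 (ENSMUSG00000018916) was 8.67 ± 4.47 CPM in KO_TAC (SD, n = 4) and at or under 3 counts in all KO_sham libraries, which makes it at least 54.7-fold higher (adjusted p 0.0167; exons overlap Gm12223 on the opposite strand, uncertain). Acod1 (ENSMUSG00000022126) rose from 0.234 ± 0.373 to 22.1 ± 14.3 CPM (SD, n = 4 each; log2 fold change 6.63, SE 1.15, adjusted p 0.00252). The 3 KO_sham libraries other than the one labelled KO_sham 2 had at most 0.0922 CPM of Acod1, so its fold against them is not given. Chil1 (ENSMUSG00000064246) rose from 0.109 ± 0.102 to 5.31 ± 4.0 CPM (log2 fold change 5.56, SE 0.83, adjusted p 0.00107). The calls of Csf2 and Chil1 were lost with the haemoglobin term (adjusted p 0.0565 and 0.0606), and Acod1 rose by 4.56 with it (adjusted p 0.0373).

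The largest falls were those of Cyp26b1, Aqp4 and Aplnr. Cyp26b1 (ENSMUSG00000063415) fell from 12.1 ± 14.2 to 1.10 ± 0.479 CPM (SD, n = 4 each; log2 fold change −3.43, SE 0.84, adjusted p 0.0118). The library labelled KO_sham 2 raised that first mean with 33.3 CPM, and without it the change was −2.18. Aqp4 (ENSMUSG00000024411) fell from 5.29 ± 2.23 to 0.481 ± 0.614 CPM (log2 fold change −3.38, SE 0.73, adjusted p 0.00591). Its change was −4.91 without KO_TAC 1 and −3.02 without KO_TAC 4, the ends of its leave-one-out range. Aplnr (ENSMUSG00000044338) fell from 36.7 ± 15.4 to 3.78 ± 1.66 CPM (log2 fold change −3.26, SE 0.59, adjusted p 0.0031). With the haemoglobin term the change of Aplnr was −1.62 (adjusted p 0.0295), and the library labelled KO_sham 2 had 13.7 CPM against at least 42.5 in the other 3.

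In the gene sets, fry called 15 of 70 tests. Camera with an estimated correlation called 0 and with a preset correlation 42, among them all 15 of the fry calls. In KO_TAC against KO_sham the hypertrophy set was higher (mean log2 fold change 2.38, adjusted p 0.000628; 8 of 8 genes called, and 8 adjusted over the list alone). The extracellular matrix set was higher (1.83, adjusted p 4.53e-05; 21 of 26 genes called, and 25 adjusted over the list alone), as was the integrated stress response set (1.51, adjusted p 0.000272; 12 of 15 genes tested were called, and 13 adjusted over the list alone). The fatty acid oxidation set was lower (−0.49, adjusted p 0.00264; 14 of 25 genes called, all lower, and 18 adjusted over the list alone). In each of these sets the 4 KO_TAC libraries did not overlap the 4 KO_sham libraries. Inflammation (1.99, adjusted p 0.0707), glycolysis (0.36, adjusted p 0.198) and respiratory chain (−0.01, adjusted p 0.867) did not pass.

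**Figure D3:**
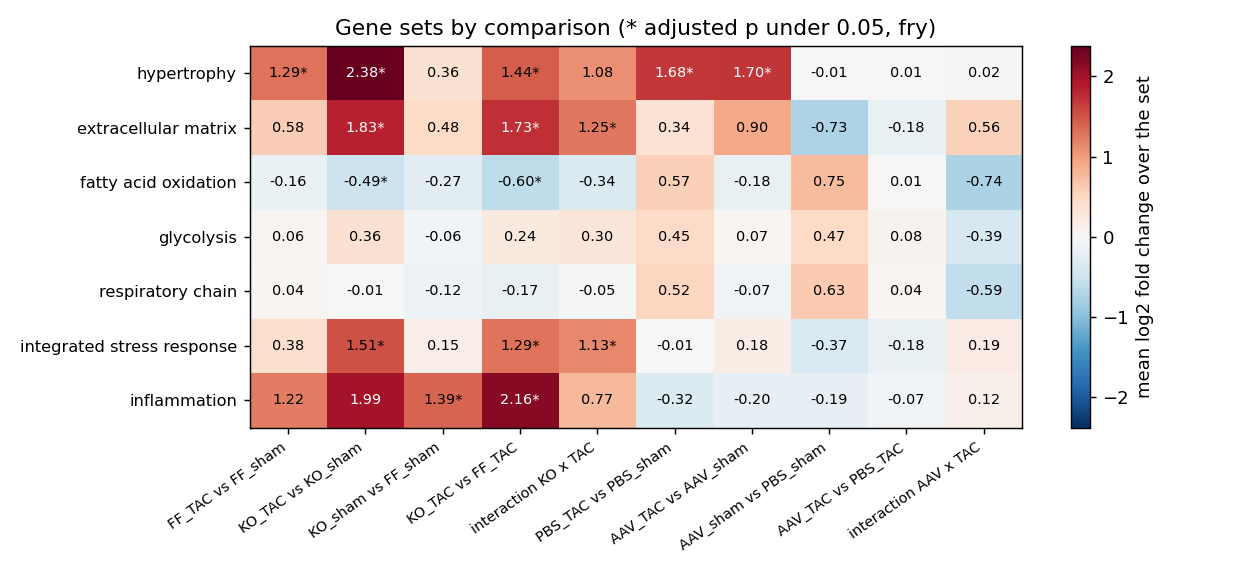
Mean log2 fold change over the genes of each of 7 sets (vertical axis) in each of 10 comparisons (horizontal axis), with the value printed in its cell and colour on a log2 scale. Stars mark fry adjusted p under 0.05, which 15 of 70 tests reached, all but 2 of them in the floxed cohort.

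KO_sham against FF_sham asks what the knockout did without overload. Here 0 of 15596 genes were called and 799 had an unadjusted p under 0.05. Voom moved the count most, to 30. Among the haemoglobin-high libraries alone, Cpt1a was the 1 gene called (log2 fold change −1.02, adjusted p 0.0375). The inflammation set was higher in KO_sham (mean log2 fold change 1.39, fry adjusted p 0.0108; 16 of 16 genes higher, 0 called over all genes, 6 adjusted over the list alone). It was 1.10 (adjusted p 0.0403) without the library labelled KO_sham 2, and the 4 KO_sham libraries lay above the 4 FF_sham libraries.

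KO_TAC against FF_TAC asks what the knockout did under overload. Of 15596 genes, 2236 were called, 1175 higher and 1061 lower. The count ran from 1123 without FF_TAC 4 to 3857 without KO_TAC 1. With the haemoglobin term it was 1131, and among the haemoglobin-low libraries alone (4 against 2) it was 0, with 1614 genes at an unadjusted p under 0.05. The largest rises were those of Chil1, Nppa and Comp. Chil1 was at or under 3 counts in all FF_TAC libraries, which makes it at least 30.6-fold higher in KO_TAC (adjusted p 0.000686). Nppa (ENSMUSG00000041616, uncertain as above) was 7257 ± 1990 CPM in KO_TAC and 273.5 ± 151 CPM in FF_TAC (SD, n = 4 each; log2 fold change 4.73, SE 1.26, adjusted p 0.0252). With the haemoglobin term Nppa gave 3.97 (adjusted p 0.102), and its call was lost in 4 of the 8 fits that each left out one library. Comp (ENSMUSG00000031849) was 136.4 ± 120 CPM and 5.51 ± 1.85 CPM (log2 fold change 4.62, SE 0.73, adjusted p 0.00177; 3.84 without KO_TAC 3).

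The largest falls in KO_TAC against FF_TAC were those of Cyp26b1 (9.37 ± 5.32 to 1.10 ± 0.479 CPM, log2 fold change −3.07, SE 0.83, adjusted p 0.0256), Aplnr (30.1 ± 24.5 to 3.78 ± 1.66 CPM, −2.98, SE 0.59, adjusted p 0.00518) and Gm34302 (ENSMUSG00000103476, 17.3 ± 3.33 to 2.63 ± 0.906 CPM, −2.73, SE 0.34, adjusted p 0.000443; SD, n = 4 each). The call of Cyp26b1 was lost in 3 of the 8 fits that each left out one library. Aplnr was −1.61 with the haemoglobin term, still called, and −1.53 among haemoglobin-low libraries alone (adjusted p 0.285).

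By fry, 5 sets passed in KO_TAC against FF_TAC. Extracellular matrix genes were higher (mean log2 fold change 1.73, adjusted p 4.53e-05; 24 of 26 genes called, and 26 adjusted over the list alone) and fatty acid oxidation genes lower (−0.60, adjusted p 0.000628; 16 of 25 genes called, and 19 adjusted over the list alone). Integrated stress response genes were higher (1.29, adjusted p 0.000628; 9 of 15 genes called, and 12 adjusted over the list alone), as were inflammation genes (2.16, adjusted p 0.00159; 8 of 16 genes called, and 10 adjusted over the list alone). Hypertrophy genes were higher as well (1.44, adjusted p 0.0308; 3 of 8 genes called, and 6 adjusted over the list alone). In all 5 sets the KO_TAC and FF_TAC libraries did not overlap. The hypertrophy call was lost in 5 of the 8 fits that each left out one library and with the haemoglobin term (1.06, adjusted p 0.186). Among haemoglobin-low libraries alone (4 against 2), matrix genes differed by 1.43 and fatty acid oxidation genes by −0.58, both with an exact permutation p of 0.0667, two-sided and the smallest that 15 splits allow. For fatty acid oxidation this is close to the full comparison (−0.60), and for matrix genes it is smaller (1.73 there). The other sets that passed also differed by less than in the full comparison. Inflammation differed by 0.97 and integrated stress response by 0.73 (exact permutation p 0.0667 each), and hypertrophy by 0.89 (exact permutation p 0.133).

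The interaction asks whether the TAC effect differs between KO and FF. Of 15596 genes, 7 were called, 4 higher and 3 lower. Voom moved the count most, to 2930, and it ran from 0 without FF_sham 2 to 231 without KO_TAC 1. Map1a (ENSMUSG00000027254; exons overlap Ppip5k1 on the opposite strand, uncertain) rose in knockouts but not in floxed controls (log2 interaction 1.73, SE 0.28, adjusted p 0.0436). Its level was 25.4 ± 3.66 CPM in KO_TAC, 9.04 ± 2.13 in KO_sham, 7.78 ± 1.83 in FF_TAC and 9.17 ± 1.94 in FF_sham (SD, n = 4 each). Ecm1 (ENSMUSG00000028108, 1.24, SE 0.21; it contains the microRNA gene Mir7014, uncertain) and Slc37a1 (ENSMUSG00000024036, 1.03, SE 0.17; overlaps AC154652.2 on the opposite strand, uncertain) also rose more, and Eepd1 (ENSMUSG00000036611, −0.95, SE 0.15) fell more, each with adjusted p 0.0436. Each of these 4 calls was lost in at least 10 of the 16 fits that each left out one library. By fry, the extracellular matrix (mean 1.25, adjusted p 0.00582; 15 of 26 genes adjusted over the list alone, 0 over all genes) and integrated stress response sets (1.13, adjusted p 0.00833; 9 of 15 genes adjusted over the list alone, 0 over all genes) rose more in knockouts. The interaction of the fatty acid oxidation set was −0.34 (adjusted p 0.0891), and that of hypertrophy 1.08 (adjusted p 0.264).

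PBS_TAC against PBS_sham asks what pressure overload did in saline-injected mice. Of 15745 genes, 5 were called, 2 higher and 3 lower, and 2901 had an unadjusted p under 0.05. The count was 1789 without PBS_sham 1, 89 without PBS_sham 3, 1 without PBS_TAC 2, and 0 without PBS_sham 2, PBS_TAC 1 or PBS_TAC 3. The rises were Ccn5 (ENSMUSG00000027656, 8.57 ± 1.35 to 33.9 ± 7.38 CPM, log2 fold change 1.98, SE 0.26) and Ackr4 (ENSMUSG00000079355, 2.81 ± 0.566 to 9.81 ± 2.67 CPM, 1.80, SE 0.26; overlaps Acad11 on the opposite strand, uncertain). The falls were Spon2 (ENSMUSG00000037379, 7.15 ± 1.38 to 1.55 ± 0.324 CPM, −2.21, SE 0.30), Arntl (ENSMUSG00000055116, 9.47 ± 2.44 to 2.68 ± 0.68 CPM, −1.82, SE 0.25; overlaps Gm45355 on the opposite strand, uncertain) and Nrgn (ENSMUSG00000053310, 14.9 ± 4.30 to 5.30 ± 0.502 CPM, −1.49, SE 0.20; SD, n = 3 each). Adjusted p was 0.0224 for Ackr4 and 0.0202 for the other 4 genes. The hypertrophy set was higher (mean 1.68, fry adjusted p 0.0361; 5 of 8 genes adjusted over the list alone, 0 over all genes), and lost its call in 5 of the 6 fits that each left out one library and with the atrial covariate (adjusted p 0.113). The 3 PBS_TAC libraries lay above the 3 PBS_sham libraries in this set.

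AAV_TAC against AAV_sham asks the same with the vector. Of 15745 genes, 1 was called and 1103 had an unadjusted p under 0.05. That gene, Noct (ENSMUSG00000023087), fell from 45.3 ± 2.76 to 26.1 ± 3.26 CPM (SD, n = 4 each; log2 fold change −0.79, SE 0.10, adjusted p 0.021), and its call was lost in 6 of the 8 fits that each left out one library. Voom called 367 genes. The hypertrophy set was higher (mean 1.70, fry adjusted p 0.0216; 7 of 8 genes adjusted over the list alone, 0 over all genes), with adjusted p 0.0522 under the atrial covariate and the 4 AAV_TAC libraries above the 4 AAV_sham libraries. It lost its call in 4 of the 8 fits that each left out one library.

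AAV_sham against PBS_sham asks what the vector did without overload. Of 15745 genes, 2 were called, both lower, and 3247 had an unadjusted p under 0.05. Without PBS_sham 1 the count was 2813, and DESeq2 called 385. Banp (ENSMUSG00000025316; overlaps Gm27011 on the opposite strand, uncertain) was 21.99 ± 2.17 CPM in PBS_sham (SD, n = 3) and 9.39 ± 0.778 CPM in AAV_sham (SD, n = 4; log2 fold change −1.23, SE 0.13, edgeR adjusted p 0.0052). Ddit3 (ENSMUSG00000025408; a second entry and Mars and Gm4189 overlap it, uncertain) was 33.1 ± 7.61 and 17.4 ± 0.277 CPM (−0.93, SE 0.12, edgeR adjusted p 0.022), and its call was lost in 4 of the 7 fits that each left out one library. No gene set passed.

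AAV_TAC against PBS_TAC asks what the Cpt1a vector did under overload, where Cpt1a itself did not differ (0.05, adjusted p 1). Of 15745 genes, 6 were called, 2 higher and 4 lower, and 504 had an unadjusted p under 0.05. The count was 1 without PBS_TAC 3, and voom called 97. Arntl was 16.03 ± 2.85 CPM in AAV_TAC (SD, n = 4) and 2.68 ± 0.68 CPM in PBS_TAC (SD, n = 3; log2 fold change 2.58, SE 0.25, edgeR adjusted p 0.000984). Spon2 was also higher (8.18 ± 0.796 against 1.55 ± 0.324 CPM, 2.40, SE 0.29, adjusted p 0.00705). Per2 (ENSMUSG00000055866, 7.54 ± 2.80 against 42.1 ± 0.322 CPM, −2.47, SE 0.33, adjusted p 0.0129), Fam107a (ENSMUSG00000021750, −1.86, SE 0.26, adjusted p 0.0171) and Ciart (ENSMUSG00000038550, −1.63, SE 0.23, adjusted p 0.0171) were lower. The calls of Per2 and Fam107a were each lost in 5 of the 7 fits that each left out one library, and that of Ciart in 6. No gene set passed: hypertrophy gave 0.01 (fry adjusted p 0.962), extracellular matrix −0.18 (0.835) and fatty acid oxidation 0.01 (0.99).

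**Figure D4:**
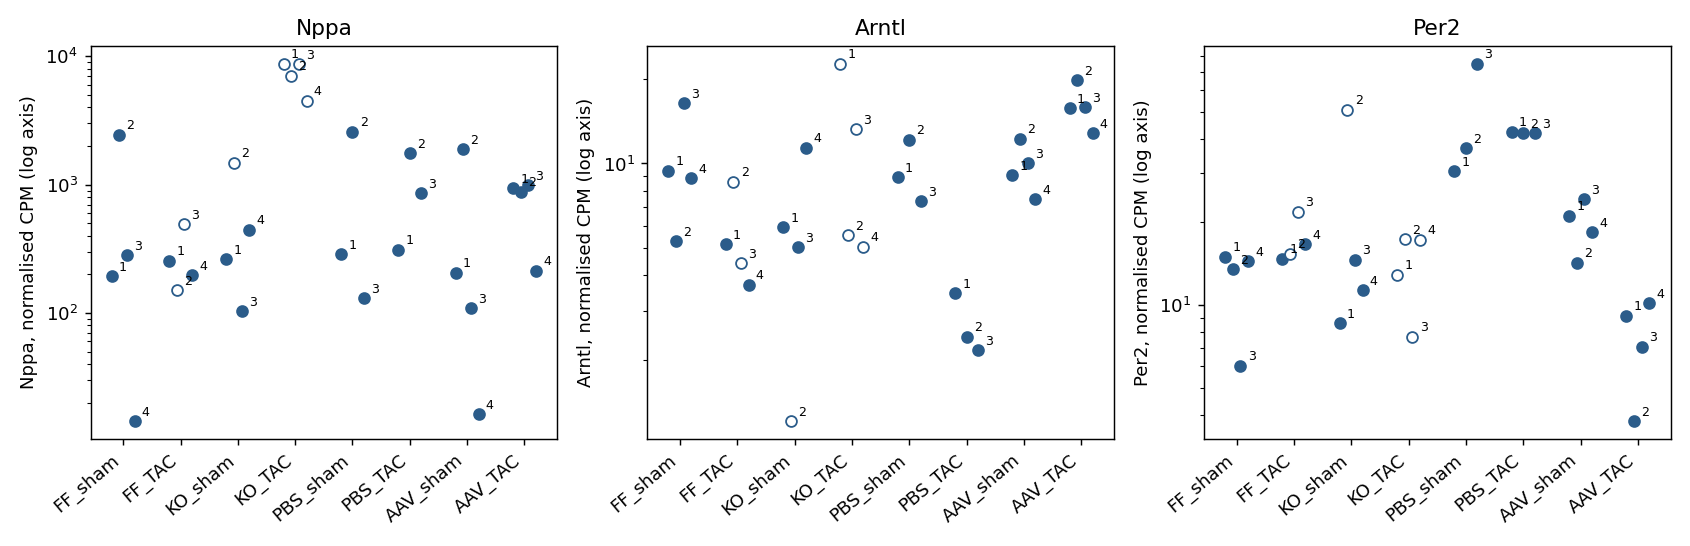
Nppa, Arntl and Per2 in normalised CPM (vertical log axes) by group (horizontal axis), 1 point per library with its replicate number; open points are the 7 haemoglobin-low libraries. Nppa is 4500 CPM or more in the 4 KO_TAC libraries, and Arntl is 3.45 CPM or less in the 3 PBS_TAC libraries against 12.8 or more in AAV_TAC.

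The interaction of vector and TAC was called for 1 of 15745 genes, Arntl (log2 interaction 2.54, SE 0.32, edgeR adjusted p 0.0295), and 1086 genes had an unadjusted p under 0.05. The call was lost in 10 of the 14 fits that each left out one library, and DESeq2 called 16 genes. No gene set had an interaction past the threshold.

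The TAC score asks whether a library moves along the control TAC change of the other cohort. In the floxed cohort it rose by 0.35 from FF_sham (−0.12 ± 0.10) to FF_TAC (0.23 ± 0.20; SD, n = 4 each; exact permutation p 0.0571, two-sided), or by 0.17 with the list made without PBS_sham 3 (exact permutation p 0.0857). The change from KO_sham to KO_TAC was 0.07 (exact permutation p 0.743), or 0.22 without KO_TAC 1 (exact permutation p 0.0286). KO_TAC differed from FF_TAC by −0.23 (exact permutation p 0.286; −0.08 without KO_TAC 1), KO_sham from FF_sham by 0.05 (exact permutation p 0.371), and the interaction was −0.27 (exact permutation p 0.181). Within haemoglobin-high libraries FF_TAC differed from FF_sham by 0.28 (2 against 4, exact permutation p 0.133), and KO_sham from FF_sham by 0.04 (3 against 4, exact permutation p 0.543). Within haemoglobin-low libraries KO_TAC differed from FF_TAC by −0.29 (4 against 2, exact permutation p 0.333). The list for this cohort came from PBS_TAC against PBS_sham and holds the clock gene Arntl, which fell there and counts as negative. A score of other clock genes shifted there too (−1.23, exact permutation p 0.1), so the list may mix clock genes with TAC. KO_TAC 1 had the lowest score of the floxed libraries (−0.46) and the most Arntl of all libraries (22.6 CPM).

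In the AAV9 cohort the TAC score rose by 0.52 from PBS_sham to PBS_TAC (exact permutation p 0.1, the smallest that 3 against 3 allow) and by 0.55 from AAV_sham to AAV_TAC (exact permutation p 0.0857). The gene list for this cohort came from FF_TAC against FF_sham, where FF_TAC 2 and 3 are haemoglobin-low and no FF_sham library is. That list therefore mixes the haemoglobin split with TAC, and none was made from haemoglobin-high libraries alone. AAV_sham differed from PBS_sham by −0.08 (exact permutation p 0.686), AAV_TAC from PBS_TAC by −0.05 (exact permutation p 0.857), and the interaction was 0.03 (exact permutation p 0.923). None of the 10 score comparisons passed after Benjamini-Hochberg adjustment, where the smallest value was 0.333.

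Across 15310 genes tested in both cohorts, which are not independent replicates, the log2 fold changes of KO_TAC against FF_TAC and of AAV_TAC against PBS_TAC had a Pearson r of −0.20 and a Spearman rho of −0.16. The matching test on differences of mean log2 CPM gave r −0.15 with an exact permutation p of 0.497 over 2450 relabellings of the libraries, two-sided. Without PBS_TAC 2 the first r was 0.11, and without KO_TAC 1 it was 0.01. The control TAC effects of the cohorts had r 0.21 and rho 0.25, with r 0.30 and an exact permutation p of 0.146 over 1400 relabellings in the matching test. Neither of the 2 correlations passed 0.05.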

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

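In this part, the tests of haemoglobin-low handling and of atrial tissue were chosen only after the results they measure were seen. The test of a mislabelled sample and the counts of other splits were set before theirs were computed. A library was set apart where its gap to the nearest of the others in its group, divided by the range of the group, passed Dixon's 95% critical value. Of 125 groups tested this way, 7 passed, and chance alone gives about 6.2. The pattern of single libraries below is therefore no more than chance would produce in number, although 5 of the 7 fall on one library.

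The library labelled KO_sham 2 stood apart from the other KO_sham libraries in Cpt1a (46.27 CPM against 20.35 to 23.67). Haemoglobin-low handling, as a cause of a raised Cpt1a, is argued against for TAC hearts. Within FF_TAC the haemoglobin-low libraries had 20.32 and 16.19 CPM, below the other libraries with 48.9 and 33.99 CPM. The other 6 haemoglobin-low libraries (highest Cpt1a 20.32 CPM) are all TAC hearts, and 4 of them are knockouts. No other sham is haemoglobin-low, so this does not decide for a sham heart. Atrial tissue is argued against as well. In the other 5 libraries with at least as much Myl7 as this one (601.6 CPM), Cpt1a lay at most 12.9 CPM above the mean of the rest of their group, against 24.1 CPM here. As a share of what their Myl7 would bring in proportion, that was −0.01 ± 0.37 (SD, n = 5), and 0.06 in KO_TAC 1, which had the most Myl7 (3147 CPM). Within-group deviations of Cpt1a and of the atrial score over the other 14 sham libraries had r 0.101 (permutation p 0.728) and rho 0.196 (permutation p 0.502). A mislabelled sample remains open. On a scale from FF_sham (0) to the other KO_sham libraries (1), set on the 100 genes with the smallest p without Cpt1a, the library lay at 0.24. Held-out FF_sham libraries lay at 0.07 to 0.52 and held-out KO_sham libraries at 0.57 to 1.09. The library is also haemoglobin-low, which none of those is, and its place on the scale carries that difference too. A floxed control carrying a knockout label, or a heart in which the deletion did not take place, may explain both values, and these tables do not separate the pair.

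The same library stood apart in Csf2 (0.0608 CPM against 0 in the other 3), Acod1 (0.7904 CPM against at most 0.0922), Cyp26b1 (33.32 CPM against at most 5.348) and Aplnr (13.74 CPM against at least 42.54). Csf2 and Acod1 are near the counting floor in these libraries, so little rests on them. KO_sham 2 is also the 1 haemoglobin-low library of its group, with an early response score 4.03 above the highest of the others on the log2 scale. With the haemoglobin term, the change in KO_TAC against KO_sham was smaller for Acod1 (4.56 against 6.63) and Aplnr (−1.62 against −3.26), larger for Cyp26b1 (−3.88 against −3.43), and no longer called for Csf2 (adjusted p 0.0565). These values do not decide on handling, because the genes were named from the same libraries and the term rests on this library in KO_sham, and no biological explanation was tested for a single heart.

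Noct stood apart in AAV_sham 1 (49.41 CPM against 43.63 to 44.23 in the other 3). The mean log2 CPM of respiratory chain genes stood apart in FF_TAC 2 (9.599 against 9.289 to 9.342). Both gaps are small in size, and no technical or biological explanation was tested for them beyond the number of such gaps that chance gives.

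The effect of TAC differed between KO and FF hearts in 7 genes by the interaction term. Of 100 splits of the libraries drawn from 2450, the real one included, 4 gave as many genes, and the most that another split gave was 989. By fry, the TAC effect on extracellular matrix genes was larger in KO by 1.254 on the log2 scale and that on integrated stress response genes by 1.133. With the haemoglobin term both stayed past the threshold (1.20 and 0.96, adjusted p 0.0139 and 0.00748), within a range over alternatives and leave-one-out fits of fry that stayed under 0.05, while camera with an estimated correlation called neither (adjusted p 0.134 and 0.143). A difference in handling between the groups, as the whole cause, is argued against by the values with the term in the comparison of KO_TAC with FF_TAC (adjusted p 0.000994 for matrix and 0.00463 for stress response genes). That term rests on FF_TAC 2 and 3 and on the library labelled KO_sham 2, and a handling effect that differs between genotypes would escape it. A different response of knockout hearts to TAC remains a hypothesis, as does an effect of clip size, which the labels do not give per mouse and which was not tested.

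The effect of TAC differed between AAV and PBS hearts in 1 gene, Arntl. Of 100 splits drawn from 1225, the real one included, 3 gave as many genes, and the most that another split gave was 2. Arntl is a clock gene, and the hour of collection is weighed for it under the clock genes among the other observations. There, clock genes other than Arntl differed between AAV_TAC and PBS_TAC (exact permutation p 0.0286), so a difference in hour may account for this interaction.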

How the results depend on the processing

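Alternatives with the haemoglobin term, haemoglobin-high or haemoglobin-low libraries, the atrial covariate and the list without PBS_sham 3 were chosen after seeing the data. Where a value changed and no reason is given, the cause was not tested. RLE size factors changed no call of a set, of a named gene or of Cpt1a, and no number of genes called by over 1.5 times.

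DESeq2 called 175 genes in FF_TAC against FF_sham, 15 in KO_sham against FF_sham, 377 in the KO interaction, 370 in PBS_TAC against PBS_sham, 117 in AAV_TAC against AAV_sham, 385 in AAV_sham against PBS_sham, 37 in AAV_TAC against PBS_TAC and 16 in the AAV interaction. Its share of false calls in simulation (15.2% to 17.8%) was above that of edgeR. Voom called 8336 in KO_TAC against KO_sham, 30 in KO_sham against FF_sham, 6002 in KO_TAC against FF_TAC, 2930 in the KO interaction, 252 in PBS_TAC against PBS_sham, 367 in AAV_TAC against AAV_sham, 70 in AAV_sham against PBS_sham, 97 in AAV_TAC against PBS_TAC and 13 in the AAV interaction.

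With only the groups compared in the fit, which leaves fewer libraries to estimate the spread, the counts were 2320 (KO_TAC against KO_sham), 559 (KO_TAC against FF_TAC), 0 (PBS_TAC against PBS_sham), 199 (AAV_TAC against AAV_sham), 0 (AAV_sham against PBS_sham) and 49 (AAV_TAC against PBS_TAC). With no filter they were 22 (KO interaction), 15 (PBS_TAC against PBS_sham), 2 (AAV_TAC against AAV_sham), 8 (AAV_sham against PBS_sham), 11 (AAV_TAC against PBS_TAC) and 2 (AAV interaction). With a mean of at least 5 CPM, PBS_TAC against PBS_sham gave 11. With all 30 libraries in one fit the counts were 54 (KO interaction), 18 (PBS_TAC against PBS_sham), 2 (AAV_TAC against AAV_sham), 175 (AAV_sham against PBS_sham), 0 (AAV_TAC against PBS_TAC) and 0 (AAV interaction).

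With the atrial covariate they were 37 (KO interaction), 0 (PBS_TAC against PBS_sham), 0 (AAV_TAC against AAV_sham), 1 (AAV_sham against PBS_sham) and 0 (AAV interaction). With the haemoglobin term they were 277 (KO_TAC against KO_sham) and 1131 (KO_TAC against FF_TAC). Haemoglobin-high libraries alone gave 1 in KO_sham against FF_sham, and haemoglobin-low libraries alone 0 in KO_TAC against FF_TAC, from 4 against 2 libraries.

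The replicate numbers do not pair the libraries. Over 43 same-numbered pairs in 12 pairs of groups, correlations of deviations from the group means ran from −0.407 to 0.454, and 0 of the 12 pairs of groups had every correlation above 0.1. With the number as a block the counts were 21 (KO interaction), 2 (PBS_TAC against PBS_sham), 0 (AAV_TAC against AAV_sham), 0 (AAV_sham against PBS_sham) and 2 (AAV interaction). With the block, Cpt1a was −0.99 in KO_TAC against KO_sham and −1.04 in KO_TAC against FF_TAC, neither called, and 16 sets passed, all 15 from before among them.

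Cpt1a kept its direction under all alternatives in 8 of the 10 comparisons, the leave-one-out fits included. In KO_TAC against KO_sham it was no longer called with no filter (−1.01) or with the haemoglobin term (−0.92). In KO_TAC against FF_TAC it was no longer called with no filter (−1.09), the haemoglobin term (−0.999), only the groups compared (−1.09) or haemoglobin-low libraries alone (−0.39). In FF_TAC against FF_sham it was −0.12 among haemoglobin-high libraries alone. In KO_sham against FF_sham it was called among haemoglobin-high libraries alone (−1.02). It changed sign in PBS_TAC against PBS_sham with at least 5 CPM (−0.04), all 30 libraries (−0.013) and only the groups compared (−0.014), and in AAV_TAC against PBS_TAC under voom (−0.077). DESeq2's independent filtering gave no adjusted p for Cpt1a in KO_sham against FF_sham, so that value is missing.

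Over the fits that each left out one library, the genes called ran from 0 to 25 (FF_TAC against FF_sham), 1968 to 6410 (KO_TAC against KO_sham), 0 to 0 (KO_sham against FF_sham), 1123 to 3857 (KO_TAC against FF_TAC), 0 to 231 (KO interaction), 0 to 1789 (PBS_TAC against PBS_sham), 0 to 2 (AAV_TAC against AAV_sham), 1 to 2813 (AAV_sham against PBS_sham), 1 to 8 (AAV_TAC against PBS_TAC) and 0 to 3 (AAV interaction). Cpt1a ran from −0.94 to −0.39 in FF_TAC against FF_sham, −1.19 to −0.65 in KO_TAC against KO_sham, −1.03 to −0.56 in KO_sham against FF_sham, −1.28 to −0.73 in KO_TAC against FF_TAC and −0.60 to −0.05 in the KO interaction. It ran from −0.16 to 0.26 in PBS_TAC against PBS_sham, −0.48 to −0.26 in AAV_TAC against AAV_sham, 0.28 to 0.69 in AAV_sham against PBS_sham, −0.11 to 0.17 in AAV_TAC against PBS_TAC and −0.65 to −0.22 in the AAV interaction.

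Of 70 set tests, camera with a preset correlation called 42 and with an estimated correlation 0, and 13 to 19 passed by fry when each library was left out. Over the 15 sets called, 71 of 90 values under other alternatives kept their call and 19 were weaker, 15 of those under camera with an estimated correlation. Leaving out a library kept 116 of 134. Over the 30 results for named genes, some of them in more than 1 comparison, 234 of 283 values kept their call and 49 were weaker, and leaving out a library kept 153 of 261. None of these changed direction.

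With the list made without PBS_sham 3, the TAC score of KO_TAC against KO_sham was −0.063 and that of FF_TAC against FF_sham 0.167, in place of 0.345. Over the leave-one-out fits the scores ran from 0.29 to 0.44 (FF_TAC against FF_sham), −0.015 to 0.215 (KO_TAC against KO_sham), 0.013 to 0.079 (KO_sham against FF_sham), −0.325 to −0.077 (KO_TAC against FF_TAC, the latter without KO_TAC 1), −0.37 to −0.13 (KO interaction), 0.43 to 0.60 (PBS_TAC against PBS_sham), 0.38 to 0.69 (AAV_TAC against AAV_sham), −0.21 to 0.005 (AAV_sham against PBS_sham), −0.206 to 0.089 (AAV_TAC against PBS_TAC) and −0.15 to 0.17 (AAV interaction). The score of FF_TAC against FF_sham reached an exact permutation p of 0.0286 without FF_TAC 1, and the KO interaction 0.0449. The correlations across genes ran from −0.33 to 0.11 (KO with AAV effects) and 0.09 to 0.33 (control TAC effects).

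A covariate for sex was not run, since all hearts had more Ddx3y than Xist. A TAC list of the top 100 genes was the list already in use. In simulation, edgeR recovered 54.0% and 47.5% of simulated changes of 1 on the log2 scale in the comparisons simulated, so changes of that size can go uncalled at this depth and group size.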

Other observations

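In this part, the tests of handling, pressure overload, loss of Cpt1a and depth on the haemoglobin split, of the haemoglobin term on gene sets and on the gene count, of hour on clock genes, of atrial tissue on Nppa, and of smooth muscle and depth on PBS_sham 3 were chosen only after the result was seen. The counts of other splits, the tests of vector and pressure overload on clock genes and the adipocyte test were set before theirs were computed.

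Other splits of the same libraries were counted for each number of genes called, the real split included. For FF_TAC against FF_sham all 35 splits gave as many (0 genes), and likewise all 35 for KO_sham against FF_sham (0 genes; 1723 and 799 genes had an unadjusted p under 0.05). For KO_TAC against KO_sham 1 of 35 splits gave as many as 4018, and the most that another gave was 1034. For KO_TAC against FF_TAC 2 of 35 gave as many as 2236. The other one, FF_TAC 1, 3 and 4 with KO_TAC 1 against the rest, gave 3660 genes, so the number called there does not by itself set the genotypes apart. Splits that part FF_TAC 1 and 4, the haemoglobin-high libraries, gave at most 3 genes. Of the 15 that keep them on one side, 7 gave 0 genes, so the haemoglobin split alone does not set the count either. For PBS_TAC against PBS_sham 1 of 10 splits gave as many as 5, and 10 splits cannot give a share under 0.1. For AAV_TAC against AAV_sham 1 of 35 gave as many as 1, and for AAV_TAC against PBS_TAC 1 of 35 gave as many as 6. For AAV_sham against PBS_sham 3 of 35 gave as many as 2, and one of these gave 13.

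The 7 haemoglobin-low libraries form a group found in the data, not one of the study. Pressure overload is argued against as the cause by the AAV9 cohort, where the lowest TAC library had 344 CPM. Loss of Cpt1a is argued against by the other 3 KO_sham libraries, which had at least 441.3 CPM. Sequencing depth is argued against by the total counts, since 6 of the 7 lie inside the range of the other libraries. What stays open is the handling of the heart before freezing, for example more complete flushing of blood with a longer delay. Early response genes, of which 12 were scored after Fosb, Atf3 and Egr1 had been left out as already seen, were higher in haemoglobin-low libraries within FF_TAC and within KO_sham, by at least 3.85 on the log2 scale. In the floxed cohort 1 of the 11440 splits into 7 and 9 libraries gave a gap as large, which is the real one. The heart itself expresses all of these genes, and the labels give no collection date or procedure that would show the handling.

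If this handling were the whole cause of the set differences, they should fall below the threshold with the split as a term. In KO_TAC against FF_TAC the fry adjusted p with the term was 0.000994 for extracellular matrix (mean log2 fold change 1.62 against 1.73 without it), 0.00464 for fatty acid oxidation (−0.60 in both), 0.00463 for integrated stress response (0.95 against 1.29) and 0.0232 for inflammation (1.25 against 2.16). In KO_TAC against KO_sham it was 0.00131 for extracellular matrix, 0.0298 for fatty acid oxidation, 0.00463 for integrated stress response and 0.0159 for hypertrophy. In KO_TAC against FF_TAC these argue against handling as the whole cause, while the smaller means leave room for a part, above all in inflammation. A handling effect that differs between genotypes would escape the term. In KO_TAC against KO_sham all KO_TAC libraries are haemoglobin-low, and 1 KO_sham library is, which may be mislabelled. The values there do not decide between handling and TAC. For hypertrophy in KO_TAC against FF_TAC the fry adjusted p with the term was 0.186 (1.06 against 1.44), and handling and genotype cannot be told apart there. With the term the difference falls short of the threshold while most of its mean remains, so the values neither remove it nor keep it. Over the alternatives of each set, the highest adjusted p came from camera with an estimated correlation, at 0.103 for matrix and 0.16 for fatty acid oxidation in KO_TAC against FF_TAC.

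The gene count in KO_TAC against KO_sham fell from 4018 to 277 with the haemoglobin term. Over 12 exchanged terms, each with KO_sham 1, 3 or 4 in place of KO_sham 2 and with 1 haemoglobin-low and 1 other library of FF_TAC, the counts ran from 493 to 1091. When only KO_sham 2 was exchanged and FF_TAC 2 and 3 stayed in the term, the counts were 158, 190 and 76. The real term cost more calls than the 12 and fewer than these 3, so the exchanges do not decide. Handling and the effect of TAC in knockouts cannot be told apart as the source of this count, since all KO_TAC libraries are haemoglobin-low and 1 KO_sham library is.

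Clock genes stood out in AAV_TAC against PBS_TAC (Arntl, Per2 and Ciart among the 6 genes called). A score of 3 morning genes minus 8 evening genes, without those 3, was 1.72 higher in AAV_TAC (exact permutation p 0.0286, two-sided, the smallest that 35 splits allow), with morning genes 0.86 higher and evening genes lower (−0.85). The vector, as a cause that also acts in sham hearts, is argued against for these 11 genes by AAV_sham against PBS_sham, which differed by −0.14 (exact permutation p 0.6). Per2, which the score leaves out, goes the other way. It was 14.2 to 24.2 CPM in AAV_sham against 30.5 to 74.7 in PBS_sham (log2 fold change −1.29, edgeR adjusted p 0.131), so for Per2 the vector stays open. Pressure overload, as a cause that acts alike in the vector and saline arms, is argued against by their opposite shifts. These were 0.63 with the vector (exact permutation p 0.0571) and −1.23 with saline (exact permutation p 0.1, the smallest that 10 splits allow). The shifts differ by 1.86, against a within-group SD of 0.36, which is a spread of libraries and not an error of that difference. An overload effect in saline hearts that the vector changes stays open. A different hour of collection for PBS_TAC and AAV_TAC hearts is a candidate explanation, and the labels give no hour. An effect of the vector on the clock in TAC hearts alone stays open as well.

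Nppa varied among the 15 sham libraries from 14.4 to 2594 CPM. Its log2 level followed a score of 7 atrial genes (Pearson r 0.836, permutation p 7e-05; Spearman rho 0.889, permutation p 2e-05), with r 0.84 within the 8 floxed and 0.97 within the 7 AAV9 shams. Without FF_sham 4 and FF_sham 1, r was 0.837 (permutation p 0.00043). FF_sham 1 is not extreme in Nppa, with 193.8 CPM against 16.2 CPM in AAV_sham 4 and 2594 CPM in PBS_sham 2. The check therefore leaves in some of the libraries with the most extreme Nppa. Atrial tissue left on some hearts may explain this spread. It is argued against as the source of Nppa in KO_TAC 2 to 4, which had 4500 to 8692 CPM of Nppa with 0.119 to 0.751 CPM of Myl7. By the highest ratio of Nppa to Myl7 in the 8 sham libraries with over 100 CPM of Myl7 (2.57), that Myl7 is at most 0.0273% of what atrial tissue would bring. Sln, another abundant atrial transcript, was at most 0.179 CPM there against up to 391 in shams. KO_TAC 1 had 3147 CPM of Myl7, and its Nppa (8749 CPM) may come in part from atrial tissue.

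PBS_sham 3 lay apart from the other libraries of its cohort, with Myh6 at 11190 CPM against at least 22630. Adipose tissue is argued against, since 0 of 6 adipocyte genes were highest there (Cfd 151.5 CPM against up to 290.1 elsewhere). Depth is argued against as well, since its total of 18072955 counts lies inside the range of the others, 16299695 to 22070373. Smooth muscle tissue, as from a piece of vessel, stays open: 7 of 7 smooth muscle genes were higher than in every other library of the cohort, among them Acta2 (957.9 against at most 159.5 CPM), Myh11 (698.8 against at most 74.57 CPM) and Smtn (246.5 against at most 241.9 CPM). The heart's own vessels express all 7 genes, and no biological explanation was tested for a single heart. Without this library the number of genes called in PBS_TAC against PBS_sham was 89 in place of 5, and in AAV_sham against PBS_sham 11 in place of 2.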
